# Combination of genetic engineering and random mutagenesis for improving production of raw-starch-degrading enzymes in *Penicillium oxalicum*

**DOI:** 10.1186/s12934-022-01997-w

**Published:** 2022-12-24

**Authors:** Shuai Zhao, Ming-Zhu Tan, Rui-Xian Wang, Fa-Ting Ye, Yuan-Peng Chen, Xue-Mei Luo, Jia-Xun Feng

**Keywords:** Raw starch-degrading enzymes, Genetic engineering, Random mutagenesis, *Penicillium oxalicum*, Biorefining

## Abstract

**Background:**

Raw starch-degrading enzyme (RSDE) is applied in biorefining of starch to produce biofuels efficiently and economically. At present, RSDE is obtained via secretion by filamentous fungi such as *Penicillium oxalicum*. However, high production cost is a barrier to large-scale industrial application. Genetic engineering is a potentially efficient approach for improving production of RSDE. In this study, we combined genetic engineering and random mutagenesis of *P. oxalicum* to enhance RSDE production.

**Results:**

A total of 3619 mutated *P. oxalicum* colonies were isolated after six rounds of ethyl methanesulfonate and Co^60^-γ-ray mutagenesis with the strain A2-13 as the parent strain. Mutant TE4-10 achieved the highest RSDE production of 218.6 ± 3.8 U/mL with raw cassava flour as substrate, a 23.2% compared with A2-13. Simultaneous deletion of transcription repressor gene *PoxCxrC* and overexpression of activator gene *PoxAmyR* in TE4-10 resulted in engineered strain GXUR001 with an RSDE yield of 252.6 U/mL, an increase of 15.6% relative to TE4-10. Comparative transcriptomics and real-time quantitative reverse transcription PCR revealed that transcriptional levels of major amylase genes, including raw starch-degrading glucoamylase gene *PoxGA15A*, were markedly increased in GXUR001. The hydrolysis efficiency of raw flour from cassava and corn by crude RSDE of GXUR001 reached 93.0% and 100%, respectively, after 120 h and 84 h with loading of 150 g/L of corresponding substrate.

**Conclusions:**

Combining genetic engineering and random mutagenesis efficiently enhanced production of RSDE by *P. oxalicum*. The RSDE-hyperproducing mutant GXUR001 was generated, and its crude RSDE could efficiently degrade raw starch. This strain has great potential for enzyme preparation and further genetic engineering.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12934-022-01997-w.

## Background

Bioethanol produced by starch biorefining, specially corn starch, is a major source of renewable biofuels in many countries [1]. Typically, starch biorefining for bioethanol production comprises three steps: (1) gelatinisation of raw starch flour and liquefaction with α-amylase at high temperature (80–105 °C); (2) saccharification with glucoamylase at 60–65 °C to generate sugar syrup; (3) fermentation by *Saccharomyces cerevisiae* to ethanol. Of these, gelatinisation and liquefaction require high energy input, accounting for 10–20% of the bioethanol price, which negatively affects the competitiveness of bioethanol against fossil fuels [2], and hence our ability to achieve carbon neutrality.

Interestingly, the uncooked raw starch can be directly digested into glucose that is fermented into bioethanol, by raw starch-degrading enzyme (RSDE) below the temperature required for gelatinisation through synergistic cooperation, specifically raw starch-degrading glucoamylase (RSDG) and raw starch-degrading α-amylase. The raw starch-degrading α-amylase randomly breaks α-1,4-glycosidic linkages inside starch granules to expose non-reducing ends for RSDG, while RSDG cleaves both α-1,4- and α-1,6-glycosidic bonds to subsequently release glucose. The high cost of RSDG is considered a limiting factor for bioethanol production from raw starch biorefining [3, 4].

Although a number of amylases have been identified and characterised, only a few RSDEs are known to contain starch-binding domains [5]. In general, RSDEs are mainly biosynthesised by filamentous fungi, such as members of the genera *Penicillium* and *Aspergillus*, but yields are quite low [2]. Several approaches, including physical and/or chemical mutagenesis, optimisation of cultivation parameters, and genetic modification have been employed to improve enzymatic yields [6–8]. However, a single approach often has limited success.

Previous work identified a potential RSDG, PoxGA15A, in *Penicillium oxalicum* strain GXU20 [9], which exhibited broad substrate specificity and high pH stability. Application of PoxGA15A in simultaneous saccharification and fermentation, alongside a commercial α-amylase, led to high fermentation efficiency (> 90%) with raw flour from either corn or cassava as feedstock [10]. Furthermore, engineering PoxGA15A incorporating a strong promoter and signal peptide, as well as mutagenesis by atmospheric and room temperature plasma (ARTP) and ethyl methanesulfonate (EMS), were used to enhance crude RSDE production by *P. oxalicum*, [7, 8]. However, the RSDE production has not met the requirement for raw starch biorefinery.

Biosynthesis of amylase is precisely regulated by transcription factors (TFs). Several TFs regulate the expression of amylase genes, including transcriptional activator AmyR and repressor CreA in *P. oxalicum* [4]. Unfortunately, only few TFs are known to regulate RSDE gene expression. For example, CxrC, NsdD and HmbB negatively regulate expression of the *PoxGA15A* gene in *P. oxalicum* [11–13], while POX01907 positively regulated *PoxGA15A* expression [14]. However, the effects of TF cooperation on RSDE production have not been reported.

Here, we employed mutagenesis by Co^60^ and EMS combined with TF-based genetic engineering to improve production of RSDE, using *P. oxalicum* mutant A2-13 as the parent strain, derived from mutant OX*PoxGA15A* in which *PoxGA15A* is overexpressed compared with wild-type strain HP7-1 [7, 8]. We then evaluated the digestion efficiency of raw flours from both corn and cassava using crude RSDE from the resulting mutant.

## Results and discussion

### Combined Co^60^ and EMS mutagenesis and isolation of RSDE-hyperproducer TE4-10

In previous work, *P. oxalicum* mutant A2-13, a strain producing high levels of RSDE, was generated through multiple rounds of random mutagenesis with ARTP and/or EMS from parent strain OX*PoxGA15A* using a two-layer agar gel diffusion method [7]. In the OX*PoxGA15A*, the RSDG gene *PoxGA15A*, controlled via the inducible promoter P_PoxEgCel5B_ by cellulose, was overexpressed in parental strain ∆*PoxKu70* [8]. Here, we employed both random mutagenesis and genetic engineering to improve the yield of RSDE using A2-13 as the parent strain. Random mutagenesis included four rounds of EMS mutagenesis and two rounds of Co^60^-γ-ray mutagenesis. Prior to random mutagenesis, conidia of mutant A2-13 were treated with a final concentration of 1.2% EMS for 10 h, resulting in a 96.05% lethality rate. Co^60^-γ-ray irradiation mutagenesis was carried out at five doses from 0.6 KGy to 3.0 KGy. At 0.6 KGy, the lethality rate of mutant TE2-23 reached 92.74%. By contrast, the lethality rate of mutant Co1-17 was 87.65% at 1.6 KGy (Additional file 1: Fig. S1).

After several rounds of physical–chemical mutagenesis, 3619 colonies were obtained, of which 108 displaying a large ratio between colonies and clear zones were selected for further evaluation. Eventually, we identified three mutants (TE2-23, Co2-12 and TE4-10) producing more RSDE than A2-13. The ratio of the diameter between colonies and clear zones for mutant TE4-10 was the largest (Fig. 1a, b). The RSDE yields of mutants TE2-23, Co2-12 and TE4-10 on day 8 of culture in medium containing wheat bran plus Avicel were 193.29 ± 3.80, 205.36 ± 7.61 and 218.55 ± 3.83 U/mL, respectively, using raw cassava flour as substrate, an increase by 8.94%, 15.75% and 23.18%, respectively, compared with A2-13 (Fig. 1c). Avicel added in the medium can induce the promoter P_PoxEgCel5B_ controlling the engineered RSDG gene *PoxGA15A*. Furthermore, the stability of mutant TE4-10 was assessed based on RSDE production. The results revealed that production of RSDE exhibited no significant alteration after six rounds of sub-culture (Fig. 1d).

**Fig. 1:**
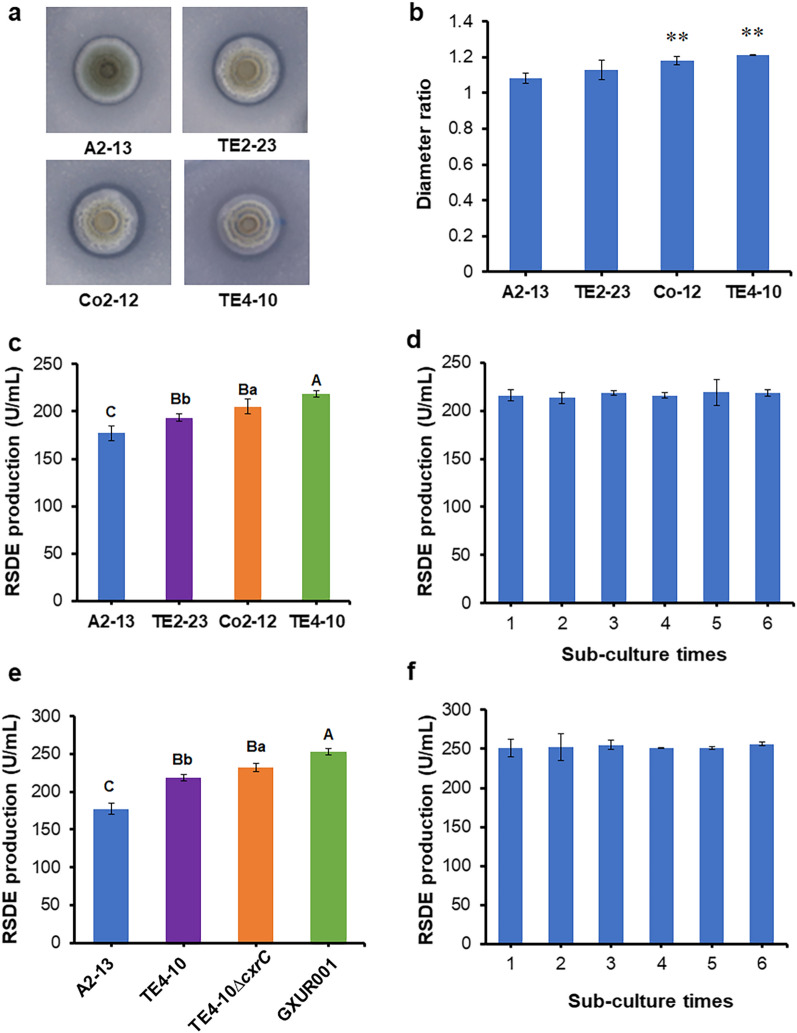
Analysis of *Penicillium oxalicum* mutants generated by random mutagenesis and genetic engineering. (**a**) Hydrolysis zones of fungal colonies. (**b**) Diameter ratio of clear zones vs. colonies: **p < 0.01 indicates significant differences between mutants and parent strain A2-13. (**c**) Raw starch-degrading enzyme (RSDE) production of mutants obtained by random mutagenesis after culture for 8 days on wheat bran plus Avicel. (**d**) RSDE production of mutant TE4-10 sequentially sub-cultured six times for 8 days each time on wheat bran plus Avicel. (**e**) RSDE production of engineered strains cultured for 8 days on wheat bran plus Avicel. Strains A2-13 and TE4-10 served as controls. In panels c and e, capital and small letters indicate *p* < 0.01 and *p* < 0.05, respectively. Different letters reveal significant differences between mutant and parental strains, evaluated by one-way ANOVA. (f) RSDE production of engineered strain GXUR001 sequentially sub-cultured six times for 8 days each time on wheat bran plus Avicel. Results are mean ± standard deviation. All tests were performed in triplicate

### Genetic engineering of transcriptional regulators to improve RSDE production

Expression of enzyme genes can be enhanced significantly using strong promoters, and this depends on regulation by TFs. Genetic engineering based on regulatory networks formed by numbers of TFs is an efficient method for enhancing enzyme production. PoxCxrC and PoxAmyR respectively repress and stimulate the transcription of key amylase genes, *PoxGA15A* and *PoxAmy13A* [4, 13]. Therefore, it will be interesting to explore the effects of combining these TFs for RSDE production in *P. oxalicum*.

We engineered *P. oxalicum* strain TE4-10 to obtain TE4-10Δ*cxrC*::*amyR*, renamed GXUR001, in which *PoxCxrC* was deleted and *PoxAmyR* was simultaneously overexpressed, and verified the strain by PCR analysis (Additional file 2: Fig. S2). When cultivated in medium containing wheat bran plus Avicel as carbon sources for 8 days, RSDE production of GXUR001 reached 252.58 ± 4.24 U/mL with raw cassava flour as hydrolysis substrate, 42.36% and 15.55% higher than mutants A2-13 and TE4-10, respectively (Fig. 1e). Moreover, the genetic stability of GXUR001 was evaluated based on RSDE production. The results revealed that RSDE production of GXUR001 showed no significant alteration after six successive sub-culture steps (Fig. 1f). Compared with results of previous studies (Table 1), RSDE production by GXUR001 using culture of shake flask was the highest yet reported, with raw cassava flour as hydrolysis substrate. Notably, enzymatic activity specifically depended on the hydrolysis substrate. Therefore, RSDE yields reported for other raw starch substrates are not directly comparable.

**Table 1:** Comparison of raw-starch-degrading enzyme production between *Penicillium oxalicum* engineered strain GXUR001 and other fungal strains

Microorganisms	Starch substrate	Enzyme production (U/mL)	References
*P. oxalicum* GXUR001	Nature raw cassava flour	252.58	This study
*P. oxalicum* A2-13	Nature raw cassava flour	190.96	[7]
*P. oxalicum OXPoxGA15A*	Nature raw cassava flour	100.97	[7]
*P. oxalicum OXPoxGA15A*	Processed raw cassava starch	241.6	[8]
*P. oxalicum* Δ*PoxKu70*	Raw cassava starch	55.1	[8]
*P. oxalicum* GXU20	Raw cassava starch	20	[9]
*Geobacillus* sp. 4 J	Raw corn starch	39.6	[15]
	Raw soluble starch	28.6	
*Aspergillus flavus NSH9*	Raw sago starch	10.44	[16]
*Aspergillus fumigatus*	Raw corn starch	25	[17]
*Aspergillus sp.* MZA-3	Raw cassava starch	3.3	[18]

However, unexpectedly, PoxCxrC was found to more weakly inhibit RSDE production in TE4-10 compared with ∆*PoxKu70*. The ∆*PoxCxrC* mutant exhibited 1.5- to 1.8-fold enhanced production of RSDE relative to ∆*PoxKu70* when cultured on soluble corn starch for 2 to 4 days, respectively [13]. Mutant TE4-10 was derived from ∆*PoxKu70* through multiple rounds of physical–chemical random mutagenesis and overexpressing the *PoxGA15A* gene, which might alter the regulatory network controlling the biosynthesis of amylases [7, 8]. Additionally, the distinct effects caused as a result of deletion of *PoxCxrC* in the ∆*PoxKu70* and TE4-10 on RSDE production might be resulted from induction by different carbon sources.

### Properties of crude RSDE secreted by engineered strain GXUR001

In order to examine the effects of EMS and Co^60^-γ mutagenesis and genetic engineering on the features of crude RSDE, the optimal pH and thermostability were determined. The optimal pH was 4.5 and the optimal temperature was 65 °C (Fig. 2a, b). The pH and thermostability of GXUR001 RSDE was in accordance with those of A2-13, apart from a stronger tolerance of alkaline conditions (Fig. 2c, d).

**Fig. 2:**
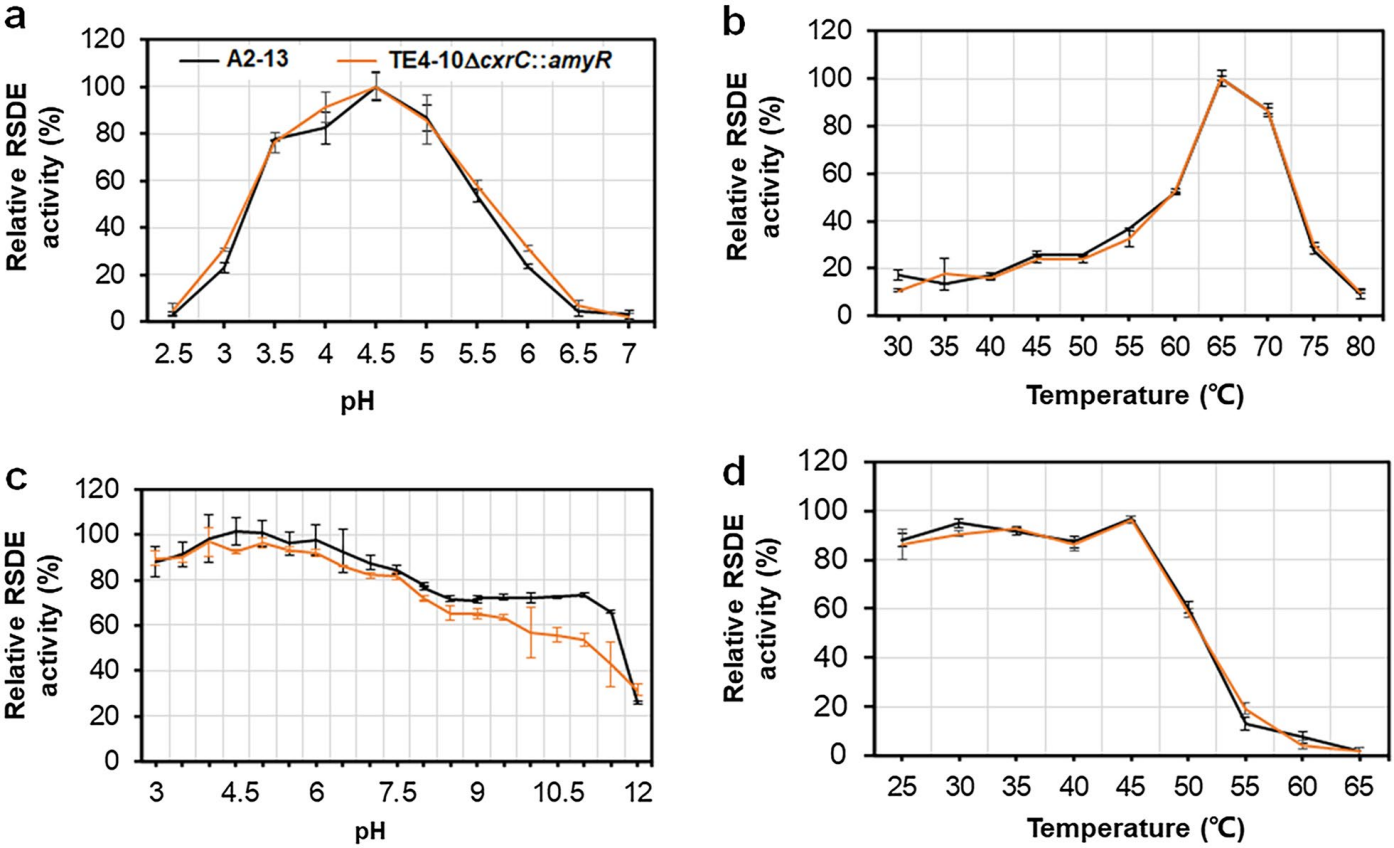
Effects of pH and temperature on the activity of RSDE from *Penicillium oxalicum* mutant GXUR001 and parent strain A2-13. (**a**) pH profile. (**b**) Temperature profile. (**c**) pH stability. (**d**) Thermal stability. Crude RSDE is prepared from *P. oxalicum* strains cultivated on wheat bran plus Avicel for 8 days under optimal culture conditions. In panels a and b, the highest RSDE activity of GXUR001 and A2-13 was set as 100%. In panels **c** and **d**, the RSDE activity of untreated GXUR001 and A2-13 was set as 100%. Results are mean ± standard deviation. Each experiment included three biological replicates

### Alteration of gene expression in GXUR001

The abundance of mRNAs plays a critical role in boosting cellulase and xylanase content in fungi. Here, RNA sequencing (RNA-seq) and RT-qPCR were employed to probe alteration of gene expression in genetically engineered GXUR001 cultured on wheat bran plus Avicel, especially amylase-encoding genes, with mutant TE4-10 serving as a control. 

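The RNA-seq data compared mRNA of GXUR001, which lacks *PoxCxrC* and overexpresses *PoxAmyR*, with mRNA of its parental strain TE4-10. Mycelia were pre-grown in glucose for 24 h and induced for 24 h. The paper gives wheat bran plus Avicel (microcrystalline cellulose) as carbon sources of the induction medium, whereas the sample labels name raw starch alone, and the medium is named here as in the paper. The paper and the labels both give 3 replicates per strain. GXUR001 replicates 1, 2 and 3 and TE4-10 replicates 1 and 3 were used, and TE4-10 replicate 2 was not analysed here, so n = 3 for GXUR001 and n = 2 for TE4-10. The authors deposited FPKM values (fragments scaled to gene length and to the mapped fragments of the library) for each library, with 1337 rows for features outside the annotation. The FPKM values summed to 1274148 and 1218691 in TE4-10 replicates 1 and 3, and to 1228624, 1234681 and 1295493 in GXUR001 replicates 1, 2 and 3. The median FPKM over all rows was 23.8 and 23.0 in TE4-10, and 17.6, 18.5 and 20.1 in GXUR001. Each library was divided by the median over genes of its ratio to the geometric mean of the 5 libraries, a factor of 1.145 and 1.099 in TE4-10 and 0.875, 0.917 and 0.991 in GXUR001. This rescaling was chosen because the log2 fold changes of Table S1, of which 882 of the paper's 1524 upregulated and 1116 of its 1768 downregulated genes were at hand, lay above the log2 ratio of the FPKM values printed beside them, by a median of 0.25 over 1601 genes with a mean FPKM above 10 in both strains. It moved the median log2 fold change of all genes tested from -0.26 to 0.00, and fold changes below are relative to that median. The 9636 genes with a mean FPKM of at least 1 were tested with limma on log2(rescaled FPKM + 1), with a mean-variance trend and Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 were called. On this scale the change of genes with low FPKM is understated.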

After pre-growing in glucose medium for 24 h, mycelia were collected and placed on induction medium containing wheat bran plus Avicel for 24 h. 

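The deposited FPKM values do not state the number of reads behind them, but low values lie on steps of whole reads, which give the relative depth of the libraries. In 216 to 290 genes with low values per pair of libraries, the most frequent FPKM ratio placed the GXUR001 libraries at 1.06 to 1.09 times the depth of the TE4-10 libraries. TE4-10 replicate 3 had 0.993 times the depth of TE4-10 replicate 1, and the GXUR001 libraries had 0.982 to 1.00 times the depth of each other. In simulated pairs of libraries, which had at least 431 such genes, the largest error of this estimate was 0.0062 on the log2 scale. The real estimates were less exact, since a direct estimate and 1 through another library differed by up to 0.05 (log2).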

RNA-seq data yielded 22 million clean reads for each sample, and each read was ~ 50 bp in length. Over 98% of clean reads could be matched against the genome of *P. oxalicum* wild-type strain HP7-1 [19]. 

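Pearson's *r* was computed on log2(FPKM + 1) across all listed rows for each pair of libraries. Genes are not independent replicates, so no test was made. Within GXUR001, *r* was 0.984 for replicates 1 and 2, 0.978 for replicates 1 and 3, and 0.984 for replicates 2 and 3. TE4-10 replicates 1 and 3 had an *r* of 0.970. Between strains, *r* was 0.9505 to 0.9526 for TE4-10 replicate 1 with the GXUR001 libraries, and 0.9675 to 0.9676 for TE4-10 replicate 3 with them. On linear FPKM the *r* of the TE4-10 libraries was 0.824, and that of TE4-10 replicate 1 with GXUR001 replicate 1 was 0.5575.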

Quality evaluation of RNA data revealed a very high Pearson correlation coefficient (*r* > 0.96) among three biological replicates for each strain (Additional file 3: Fig. S3), indicating that the transcriptome data were credible.

With a threshold of *p* < 0.05, 3292 differentially expressed genes (DEGs) were found in GXUR001 relative to the parental strain TE4-10 (Fig. 3a; Additional file 4: Table S1), of which 1524 were upregulated (0.2 ≤ Log2 fold change ≤ 6.8) and 1768 downregulated (− 0.2 ≤ Log2 fold change ≤  − 11.9). 

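Of the genes tested, 1718 had an adjusted p under 0.05 in GXUR001 relative to TE4-10 in the limma test, 939 upregulated and 779 downregulated. At an unadjusted p under 0.05 there were 3436 genes, 1815 upregulated and 1621 downregulated, where 482 would be expected by chance. The log2 fold changes of the called genes ran from 0.32 to 5.42 among the upregulated and from -0.33 to -5.05 among the downregulated. The median standard error of a log2 fold change was 0.15. In 5121 of the tested genes (53.1%) the GXUR001 libraries all lay on the same side of both TE4-10 libraries, where chance gives 20%. Without GXUR001 replicate 2, 17 genes were called and 2299 had an unadjusted p under 0.05. The direction depended on the scaling. In the deposited FPKM without rescaling, 2661 genes were called, of which 463 (17.4%) were upregulated and 2198 downregulated, against 54.7% upregulated after rescaling, and with upper quartile scaling 41.8% were upregulated. Among called genes with separate strains and a mean FPKM of at least 1 in both, the largest rise was that of *POX_f07870*, listed at 0 and 4.66 FPKM in TE4-10 replicates 1 and 3 and at 82.4, 83.1 and 105 FPKM in GXUR001 (adjusted p = 0.011 from limma). *POX_f08120*, which lies in a run of neighbouring genes with higher FPKM in GXUR001, rose from 4.87 ± 1.92 FPKM (SD, n = 2) to 60.2 ± 7.70 FPKM (SD, n = 3), a log2 fold change of 3.66 (standard error 0.26, adjusted p = 0.0064 from limma). The largest falls were those of *POX_c03497*, from 704 and 130 FPKM in TE4-10 to 6.65 ± 0.575 FPKM (SD, n = 3), and *POX_b03361*, from 140 and 42.5 FPKM to 5.93 ± 1.54 FPKM (SD, n = 3). Their log2 fold changes of -5.05 (standard error 0.67) and -3.26 (standard error 0.51) had adjusted p-values of 0.012 and 0.018 in the limma test. Without TE4-10 replicate 1 these log2 fold changes were -3.87 and -2.45.

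**Figure D1:**
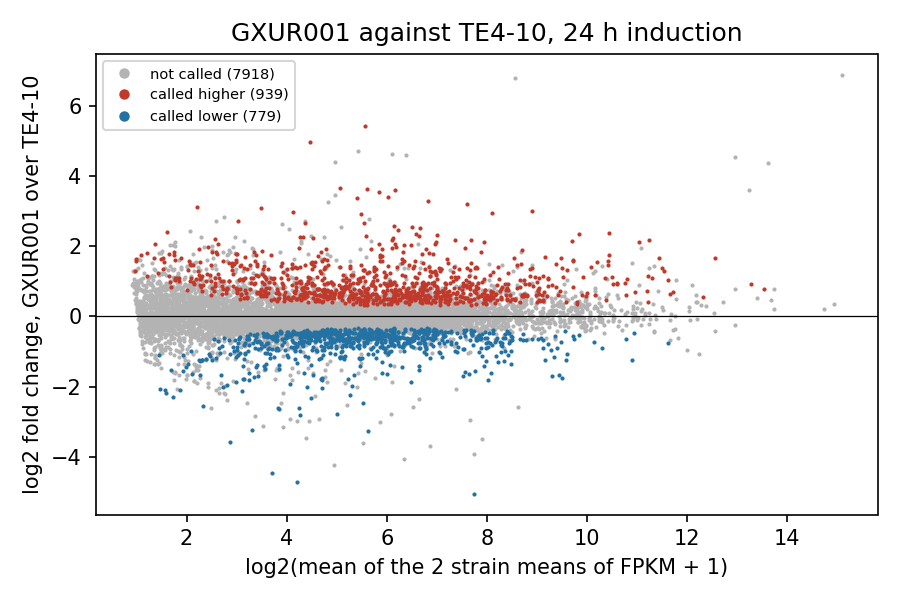
Log2 fold change of GXUR001 over TE4-10 (y axis) against the log2 of the mean FPKM of the strains plus 1 (x axis), 1 point per tested gene. Red points are the 939 genes called higher, blue points the 779 called lower and grey points the genes not called, and some grey points have larger changes than called genes.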

Analysis of metabolic pathways using the Kyoto Encyclopedia of Genes and Genomes database showed that DEG-encoded proteins were mainly related to metabolism (Fig. 3b).

**Fig. 3:**
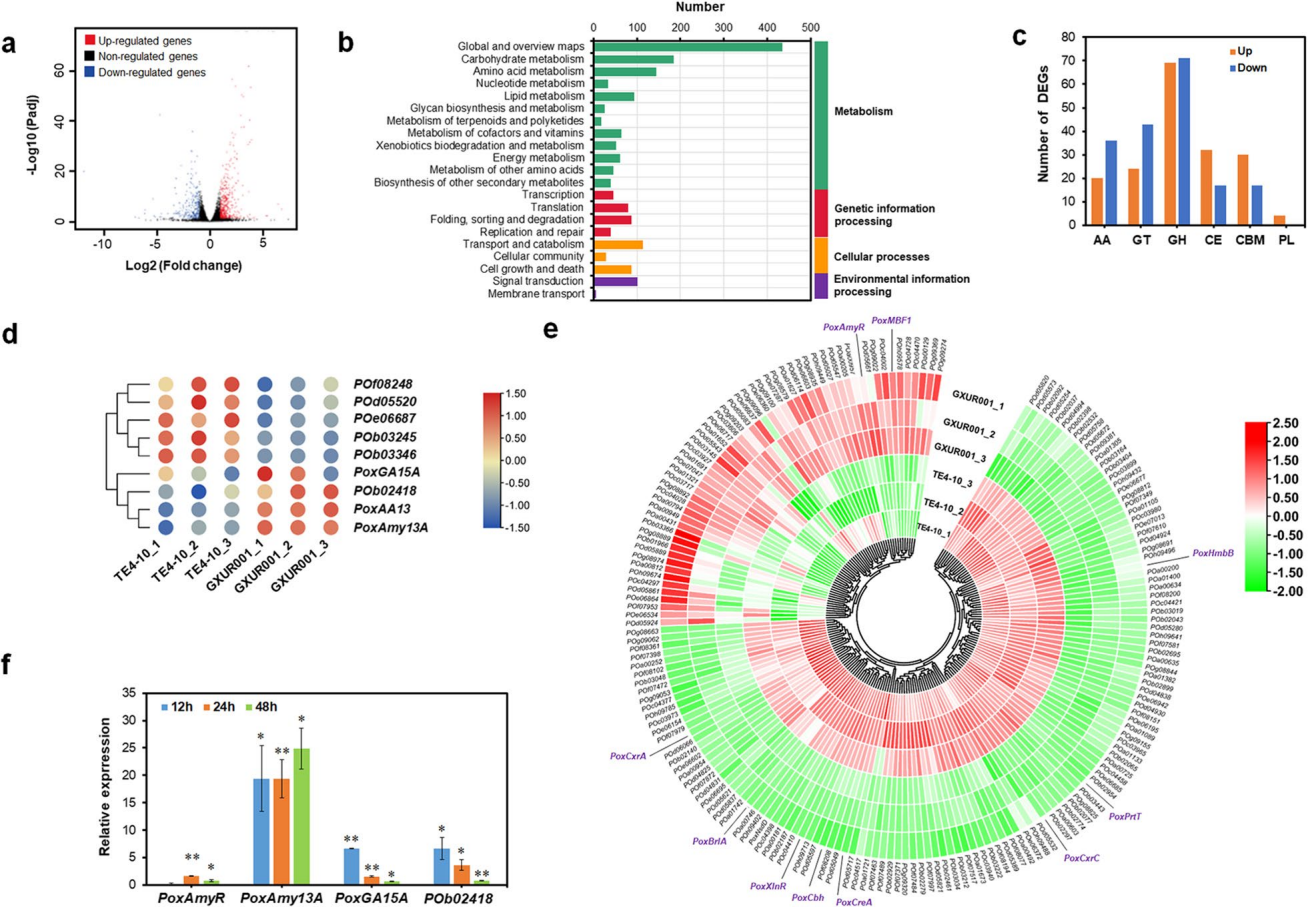
Analysis of gene expression in engineered *Penicillium oxalicum* strain GXUR001 relative to parental strain TE4-10. (**a**) Volcano plot indicating differentially expressed genes (DEGs). (**b**) Analysis of DEG-encoding protein functions based on Kyoto Encyclopedia of Genes and Genomes annotation. (**c**) DEGs encoding carbohydrate-active enzymes. AA, auxiliary activities; GT, glycosyltransferase; GH, glycoside hydrolase; CE, carbohydrate esterase; CBM, carbohydrate-binding module; PL, polysaccharide lyase. (**d**) DEGs encoding major amylases and lytic polysaccharide monooxygenase. Raw starch-degrading glucoamylase PoxGA15A; Glucoamylase POb02418; α-amylases PoxAmy13A and POb03245; α-glucosidases POf08248 and POe06687; 1,4-α-glucan-branching enzyme POd05520; Lytic polysaccharide monooxygenase PoxAA13. (**e**) DEGs encoding transcription factors. (**f**) Real-time quantitative reverse transcription PCR assays indicating relative expression of key amylase genes and regulatory gene *PoxAmyR*. Results are mean ± standard deviation: **p < 0.01 and **p < 0.05 indicate significant differences between GXUR001 and TE4-10, analysed by Student’s *t*-test. Each experiment included three biological replicates

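Genes encoding carbohydrate-active enzymes were taken from the part of Table S1 at hand (gene IDs *POX_a* to *POX_d*), so the counts describe that part and no enrichment was tested. It lists 191 such genes. After rescaling, 85 were higher and 106 lower in GXUR001, and 105 were called by limma, 47 upregulated and 58 downregulated. Without rescaling, 31 were called upregulated and 97 downregulated. A gene listed with several families is counted in each of them, so the family counts overlap. By family, 5 of the 32 auxiliary activity genes were called upregulated and 15 downregulated (3 and 19 as deposited), with a median log2 fold change of -0.55. Among the 43 glycosyltransferase genes, 8 were upregulated and 14 downregulated, and without rescaling 6 and 28. Of the 82 glycoside hydrolase genes, 21 were upregulated and 19 downregulated, and with FPKM as deposited 17 and 35. The 30 carbohydrate esterase genes had 12 upregulated and 10 downregulated, and with FPKM as deposited 5 and 13. The 16 carbohydrate-binding module genes had 4 called in each direction (4 and 7 as deposited), and 4 of the 5 genes listed with a polysaccharide lyase family, most of them also with a glycoside hydrolase family, were upregulated under both scalings. Without GXUR001 replicate 2, 2 of all these genes were called upregulated and 0 downregulated, while 54 and 67 had an unadjusted p under 0.05.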

Among the 3292 DEGs, 324 were found to encode carbohydrate-active enzymes, belonging to various families (Fig. 3c), including auxiliary oxidoreductase (56), glycosyltransferase (67), glycoside hydrolase (140), carbohydrate esterase (49), carbohydrate-binding module (44) and polysaccharide lyase (4). Comparative analysis revealed 152 DEGs with increased expression in GXUR001 compared with TE4-10. These included three key amylase genes, namely RSDG gene *PoxGA15A*, glucoamylase gene *POX_b02418* and α-amylase gene *PoxAmy13A*, transcription levels of which were increased 27.1–207.5% in GXUR001 (Fig. 3d). Additionally, *POX_g09282* (*PoxAA13*) encoding lytic polysaccharide monooxygenase exhibited 2.8-fold enhanced expression in GXUR001. 

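The glucoamylase gene *POX_b02418* had 240 ± 3.19 FPKM (SD, n = 2) in TE4-10 and 253 ± 4.73 FPKM (SD, n = 3) in GXUR001 as deposited. After rescaling these were 214 and 273, and the log2 fold change was 0.35 (standard error 0.09), an increase of 27.6%. All 3 GXUR001 values were above both TE4-10 values, but the adjusted p of 0.053 from limma did not pass the threshold. Without rescaling the increase was 5.44% (adjusted p = 0.56 from limma, in a range of 0.030 to 0.56 over the alternatives). With no filter on low FPKM the gene was called (adjusted p = 0.049 from limma). The IDs of *PoxGA15A* and *PoxAmy13A* are not paired with these names in the tables used here, so their values are not given.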

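*PoxAA13* rose from 31.8 ± 6.40 FPKM (SD, n = 2) in TE4-10 to 103 ± 8.99 FPKM (SD, n = 3) in GXUR001. The log2 fold change after rescaling was 1.95 (standard error 0.15, adjusted p = 0.0064 from limma), an increase of 287%. Without GXUR001 replicate 2 the log2 fold change was 1.96, while the adjusted p from limma was 0.062, in a range of 0.0042 to 0.10 over the alternatives.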

AA13 catalyses oxidative cleavage of insoluble starch. Deletion of *AA13* in *Aspergillus nidulans* seriously impaired the degradation of resistant starch, but showed no effects against soluble starch [20]. 

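The genes of Fig. 3d with an ID in the tables used here, with *PoxAA13*, make a list of 7, of which 5 were lower in GXUR001. The α-glucosidase gene *POX_e06687* fell from 32.9 ± 2.50 FPKM (SD, n = 2) to 13.5 ± 1.23 FPKM (SD, n = 3), a log2 fold change of -0.96 (standard error 0.11, adjusted p = 0.0097 from limma). The branching enzyme gene *POX_d05520* fell from 135 ± 15.9 FPKM to 74.0 ± 11.9 FPKM, with a log2 fold change of -0.59 (standard error 0.13, adjusted p = 0.039 from limma). *POX_b03346*, shown in the same panel without a function and listed in Table S1 as a hypothetical protein, had a log2 fold change of -0.55 (standard error 0.12, adjusted p = 0.033 from limma). The other α-glucosidase gene, *POX_f08248*, had a log2 fold change of -0.37 (standard error 0.18) that did not pass the threshold (adjusted p = 0.21 from limma), and its rescaled values overlapped between the strains. Without TE4-10 replicate 3 its log2 fold change was -0.11. The α-amylase gene *POX_b03245* had a log2 fold change of -0.31 (standard error 0.11, adjusted p = 0.11 from limma). It was called with FPKM as deposited (log2 fold change -0.58, adjusted p = 0.017 from limma, in a range of 0.017 to 0.35 over the alternatives). Of the 7 genes, 4 were called over all genes tested and 6 when adjusted over the list alone. The paper chose the list on these samples, so the latter is not independent evidence. Without GXUR001 replicates 1 and 3 in turn, 2 were called, and without GXUR001 replicate 2, 0 of the 7 were, while 1 higher and 3 lower genes had an unadjusted p under 0.05.

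**Figure D2:**
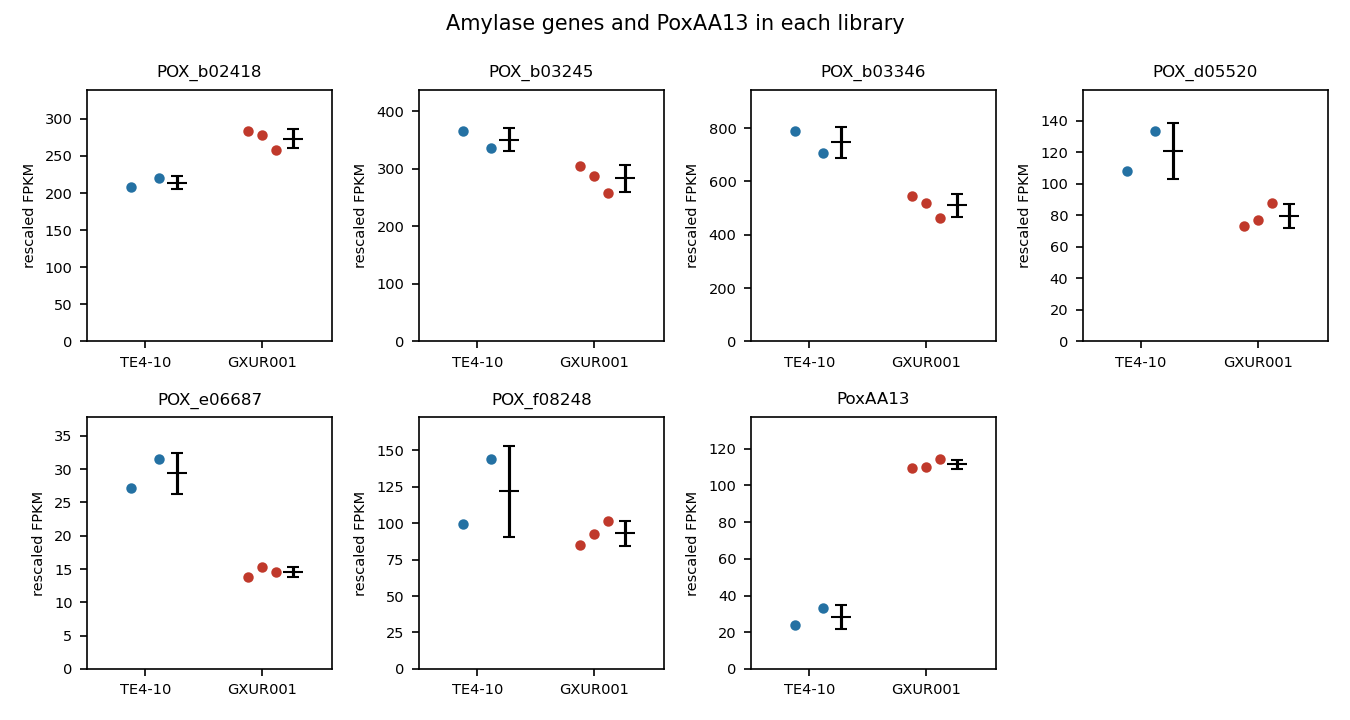
Rescaled FPKM (y axis, from 0) of the 7 genes in each library of TE4-10 (blue, n = 2) and GXUR001 (red, n = 3). Points are libraries and black bars the mean and SD of each strain, and the points of the strains overlap in *POX_f08248* alone.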

Unexpectedly, the transcriptional abundance of two α-glucosidase genes (*POX_f08248* and *POX_e06687*), 1,4-α-glucan-branching enzyme gene *POX_d05520*, and α-amylase gene *POX_b03245* were downregulated in GXUR001 (Fig. 3d).

Moreover, 187 DEGs encoding putative TFs were identified, approximately two-thirds of which were downregulated in GXUR001 relative to TE4-10. 

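The part of Table S1 at hand marks 105 genes as putative TFs, and 104 of them passed the filter on FPKM. After rescaling, 74 (71.2%) were lower in GXUR001 and 30 higher. Fewer were called by limma, 22 downregulated and 11 upregulated, so that 66.7% of the called TF genes were downregulated. Without rescaling, 65 were called downregulated and 7 upregulated (90.3% downregulated), and with upper quartile scaling 36 were called downregulated. The Zn2Cys6 zinc finger genes, 41 in number, included 10 called downregulated and 5 upregulated, and without rescaling 24 and 3. Among the 16 C2H2 zinc finger genes, 3 were called in each direction after rescaling, against 10 downregulated and 1 upregulated with FPKM as deposited. Without GXUR001 replicate 2, 0 TF genes were called, while 39 lower and 18 higher genes had an unadjusted p under 0.05. Without GXUR001 replicates 1 and 3 in turn, 8 and 6 were called downregulated.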

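*PoxAmyR*, which the sample labels give as *POX_f08097*, was at 62.8 and 66.7 FPKM in TE4-10 replicates 1 and 3 and at 90.6, 84.1 and 74.3 FPKM in GXUR001 replicates 1, 2 and 3. Every GXUR001 library was above both TE4-10 libraries. The log2 fold change after rescaling was 0.62 (standard error 0.16, adjusted p = 0.049 from limma), an increase of 53.9%. In the FPKM as deposited it was 0.35 and did not pass the threshold (adjusted p = 0.079 from limma, in a range of 0.028 to 0.19 over the alternatives), and without GXUR001 replicate 1 it was 0.52 (adjusted p = 0.11 from limma). The ID of *PoxCxrC* is not paired with its name in the tables used here, so its values are not given.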

As expected, expression of *PoxAmyR* exhibited a 62.75% increase, whereas *PoxCxrC* expression wasn’t detected. The transcriptional repressor gene *PoxCreA* showed 47.6% reduced expression. C2H2 protein CreA that mediates carbon catabolite repression impaired the transcription of amylase genes, either indirectly by repressing the expression of regulatory genes including *amyR*, or directly by binding the promoters of amylase genes [4]. Surprisingly, some known transcriptional activator genes involved in amylase biosynthesis, including *PoxPrtT* [21], *PoxHmbB* [12] and *PoxNsdD* [11], displayed decreased expression by 22.6–32.2% in GXUR001 (Fig. 3e). Therefore, expression of major amylase genes in GXUR001 was altered via the coordination of many regulatory genes when cells were cultured on wheat bran plus Avicel.

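Over all alternatives, leaving out single libraries included, the log2 fold change of *PoxAmyR* stayed between 0.35 and 0.75, that of *POX_b02418* between 0.08 and 0.39 and that of *PoxAA13* between 1.68 and 2.18. *POX_b03346* stayed between -0.83 and -0.48 and *POX_d05520* between -0.87 and -0.45. The IDs of *PoxCreA*, *PoxPrtT*, *PoxHmbB* and *PoxNsdD* are not paired with these names in the tables used here. From the changes of activator and repressor genes in both directions, the paper concludes that the major amylase genes were altered through many regulatory genes acting together.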

To further confirm the RNA-seq results, expression levels of four important genes, *PoxGA15A*, *PoxAmy13A*, *POX_b02418* and *PoxAmyR*, were examined by RT-qPCR. *P. oxalicum* strains GXUR001 and TE4-10 were induced on wheat bran plus Avicel for 12–48 h after transfer from glucose, and the resulting mycelia were subjected to RNA extraction. The results revealed that the transcriptional abundances of all tested genes in GXUR001 were enhanced throughout the induction period, by 61.7–2492.0%, compared with those in TE4-10, except *PoxAmyR* at 12 h which showed no significant alteration (Fig. 3f).

Interestingly, although a remarkable increase in expression of major amylase genes was achieved, RSDE production by GXUR001 remained unsatisfactory. Previous studies revealed that high mRNA levels were a prerequisite for enhanced amounts of secreted proteins, but a strong translation machinery [22] and transport system were also essential. Therefore, in future work, transcription, translation and transportation should be simultaneously investigated to improve RSDE production by filamentous fungi.

### Phenotypic analyses of *P. oxalicum* mutants

Colony phenotypes of the four *P. oxalicum* strains, A2-13, TE4-10, TE4-10Δ*cxrC* and GXUR001, on solid plates grown on several carbon sources were comparatively analysed after culturing for 4 days. The results revealed no significant differences in colony diameter of the four strains on all tested plates. However, *P. oxalicum* mutant GXUR001 showed the largest hydrolysis zone on plates with raw cassava flour. Colonies of TE4-10, TE4-10Δ*cxrC* and GXUR001 were yellow-green in colour on potato dextrose agar (PDA) and plates containing raw cassava flour, whereas colonies of the parent strain A2-13 were cyan. Compared with A2-13, the colony colour of TE4-10, TE4-10Δ*cxrC* and GXUR001 was lighter on plates with wheat bran plus Avicel (Fig. 4).

**Fig. 4:**
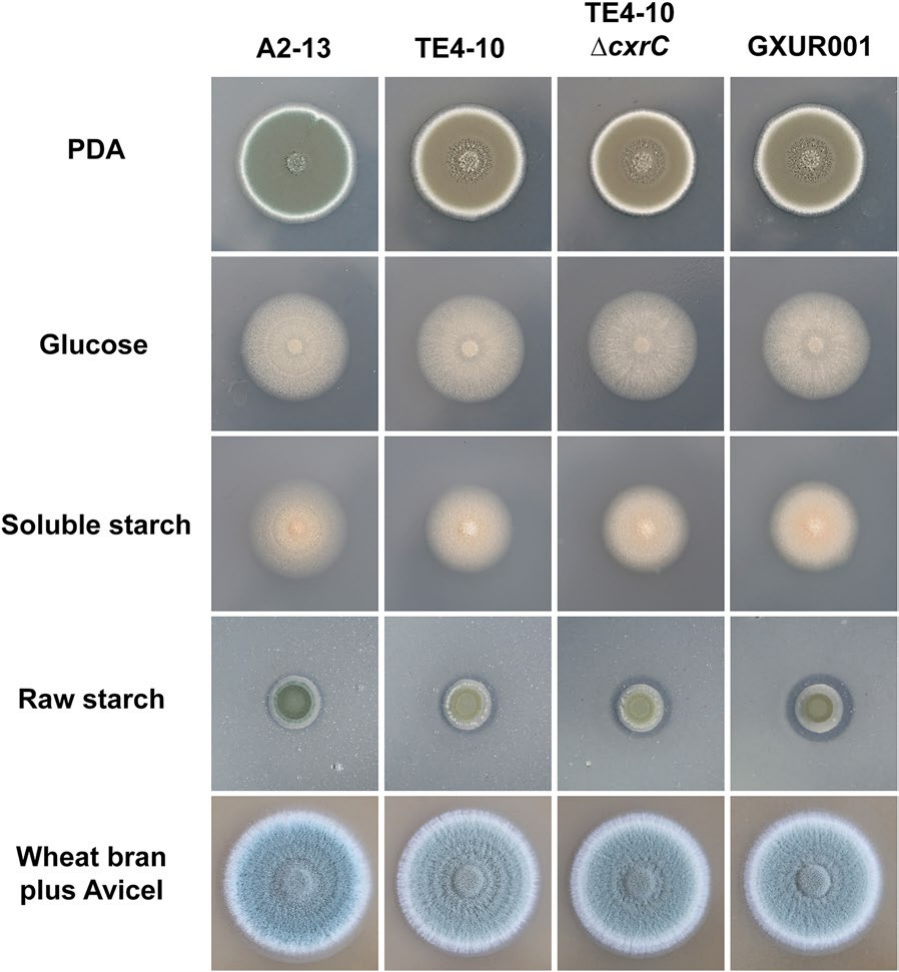
Phenotypic analysis of *Penicillium oxalicum* strains. Fungal strains were cultured for 4 days. PDA, potato dextrose agar

### Saccharification of raw starch flour by crude RSDE from engineered strain GXUR001

Currently, more than 50% of global bioethanol is made from corn starch as feedstock [1, 23]. Saccharification of raw starch is the key step during fermentation. Therefore, the saccharification efficiency of crude RSDE produced by GXUR001 was evaluated using raw cassava flour or raw corn flour. In this study, total starch contents contained in the raw cassava flour and raw corn flour were 75.6–78.7%, respectively. The results showed that the released glucose concentration following hydrolysis of raw cassava flour reached 117.2 g/L, with a starch conversion of 93.04% at 120 h, when carried out with 150 g/L loading of raw cassava flour at 40 °C and 250 U/g substrate (Fig. 5a, b). By contrast, under the same hydrolysis conditions, the released glucose concentration from raw corn starch reached 126.1 g/L with a starch conversion of 100% at 84 h at 150 U/g substrate (Fig. 5c, d). The hydrolysis ability of GXUR001 was comparable to that of the parental strain A2-13 (Fig. 5e–h).

**Fig. 5:**
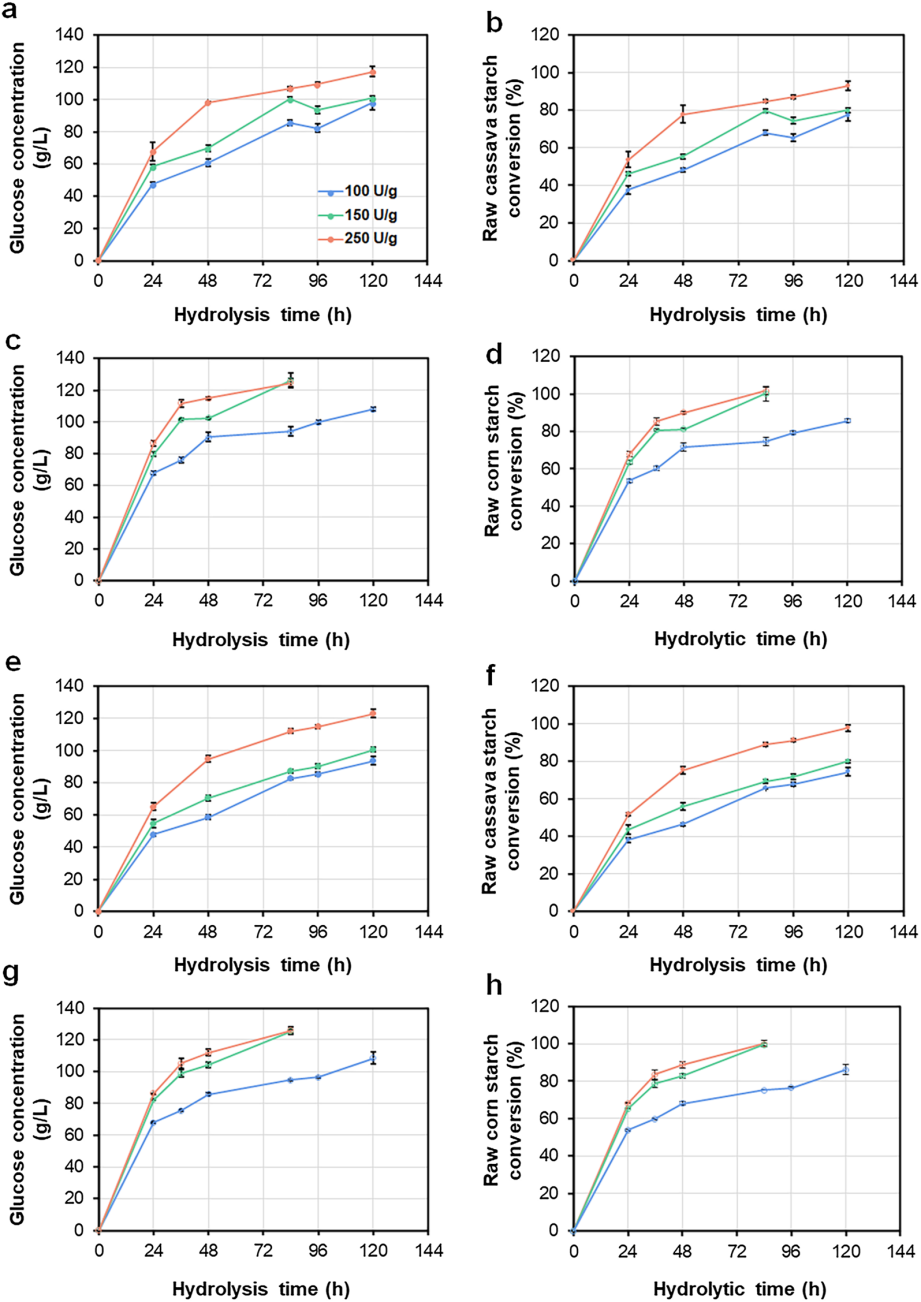
Saccharification of raw starch by engineered *Penicillium oxalicum* strain GXUR001 (**a**–**d**) and parent strain A2-13 (**e**–**h**). (**a**) Effect of GXUR001 RSDE loading on glucose released from hydrolysis of raw cassava flour. (**b**) Effect of GXUR001 RSDE loading on conversion of raw cassava flour. (**c**) Effect of GXUR001 RSDE loading on glucose released from hydrolysis of raw corn flour. (**d**) Effect of GXUR001 RSDE loading on conversion of raw corn flour. (**e**) Effect of A2-13 RSDE loading on glucose released from hydrolysis of raw cassava flour. (**f**) Effect of A2-13 RSDE loading on conversion of raw cassava flour. (**g**) Effect of A2-13 RSDE loading on glucose released from hydrolysis of raw corn flour. (**h**) Effect of A2-13 RSDE loading on conversion of raw corn flour. Crude RSDE were collected from fungal strains after 8 days culture on wheat bran plus Avicel. Saccharification was performed with 150 g/L of raw starch flour at 40 °C. Results are mean ± standard deviation, and each experiment is performed in three biological replicates

Starch hydrolysis requires the appropriate and coordinated action of glucoamylase and α-amylase; α-amylase cleaves internal α-1,4-glycosidic linkages of starch chains, while glucoamylase breaks down α-1,4- and 1,6-glucosidic bonds at nonreducing ends to produce glucose [3, 4]. Raw starch granules are recalcitrant to amylase hydrolysis due to α-glucan packing and crystal allomorphs that are dependent on botanical origin. Interestingly, RSDE can digest raw starch granules to release glucose below the gelatinisation temperature via binding of starch granules with starch-binding domain. In general, cereal starch such as corn starch is susceptible, whereas unprocessed root starch such as cassava starch is resistant [20], and our results were consistent with this presumption. Additionally, the hydrolysis efficiencies of raw starch by crude RSDE from engineered strain GXUR001 and parental strain A2-13 showed no significant difference, suggesting that coordinated action among different kinds of amylases was similar.

## Conclusion

This study sequentially employed random mutagenesis and genetic engineering to enhance production of RSDE by *P. oxalicum*. The resulting GXUR001 strain achieved RSDE production of 252.6 U/mL using raw cassava flour, an increase of 42.4% relative to the parent strain A2-13. Both random mutagenesis and genetic engineering markedly upregulated the transcription of key amylase genes, including RSDG gene *PoxGA15A*. Moreover, crude RSDE from GXUR001 efficiently hydrolysed raw cassava flour and raw corn flour into glucose, with conversion values of 93.0% and 100%, respectively, comparable to those of A2-13. This mutant strain provides a potential source of RSDE for starch biorefining to produce bioethanol.

## Material and methods

### Fungal strains used in this study and culture conditions

*P. oxalicum* strains including the A2-13 parent strain [7] were grown on solid PDA for 5 days at 28 °C, and used for short-term preservation at 4 °C or reproduction.

To prepare crude RSDE, minimal modified medium containing carbon sources wheat bran (2%, w/v) and Avicel (3%, w/v) [7] was used to culture *P. oxalicum* strains for 8 days at 28 °C. Cultures were centrifuged for 10 min at 16,000 × *g* and 4 °C, and the obtained supernatant served as crude RSDE.

To extract total RNA for RT-qPCR assays, equal numbers of asexual spores from each *P. oxalicum* strain were inoculated into minimal modified medium containing glucose and cultured for 24 h. Hyphae were transferred into minimal modified medium containing wheat bran plus Avicel and culture was continued for 4–48 h.

### Plant materials and their pretreatments

Raw starch flours as hydrolysis substrates were purchased from a local farmers' market in Nanning, China, and processing was performed in accordance with a previous study [7].

### Mutagenesis

EMS mutagenesis was performed as reported previously [7]. Co^60^-γ-ray treatment of *P. oxalicum* spores was carried out by Guangxi Nanxiang Environmental Protection Co., Ltd. (Nanning, China) at doses of 0.4–3.0 KGy.

### Construction and verification of engineered *P. oxalicum* strains

*P. oxalicum* strains were genetically engineered based on homologous recombination [24] and confirmed via PCR using specific primers (Additional file 5: Table S2).

### Determination of RSDE activity

Measurement of RSDE activity was in accordance with a previously published procedure [8]. One RSDE activity unit (U) was the amount of enzyme required to release 1 μmol of reducing sugars per minute when hydrolysing raw cassava flour under specific conditions (pH 4.5 and 65 °C).

### RNA and DNA extraction

Total RNA from *P. oxalicum* was extracted using a DP419 RNA Extraction Kit (Tiangen Biochemical Technology Co., Ltd., Beijing, China) according to the manufacturer’s instructions. The DNA extraction referred to the method previously published [25].

### RNA-sequencing

RNA samples from *P. oxalicum* strains were submitted to Fraser Gene Information Co., Ltd. (Wuhan, China) for sequencing and further analysis according to previously described procedures [26]. Three biological replicates were included for each *P. oxalicum* strain.

### RT-qPCR

RT-qPCR was implemented based on a previous study [13], and the *POX_c04656* gene encoding actin served as an internal reference to calculate relative expression levels of each target gene. Expression levels in engineered *P. oxalicum* strains were normalised against levels in the parent strain. All experiments were repeated three times.

### Phenotypic survey

Spore suspensions of *P. oxalicum* strains were spread on solid plates supplemented with different carbon sources and cultured for 4 days at 28 °C. Carbon sources were raw cassava starch, soluble corn starch, wheat bran plus Avicel, PDA and glucose. Colony photographs were taken with an EOS-6D digital camera (Canon, Tokyo, Japan). A Cellsens Imaging system (Olympus, Tokyo, Japan) was also employed. All studies were performed in triplicate.

### Properties of crude RSDE

The methods for determining the optimum temperature and pH of crude RSDE, as well as the corresponding stability, were performed as previously reported [10].

### Hydrolysis of raw starch flours

Saccharification of raw cassava flour and raw corn flour was executed as previously described [10].

### Statistical analysis

Statistical analysis of the obtained data was conducted by one-way analysis of variance using SPSS (IBM, Armonk, NY, USA) and Student’s *t*-test using Microsoft Excel (Microsoft, Redmond, WA, USA).

### Data availability

Transcriptomic data was loaded into the Sequence Read Archive database, and the accession number GSE210161 was assigned.

## Supplementary Information

**Additional file 1: Figure S1.** Effects of physical–chemical mutagens on the growth of *Penicillium oxalicum* strains. (**a**) Lethality curve of mutant A2-13 treated by ethyl methanesulfonate. (**b**) Lethality curve of mutant TE2-23 treated by Co^60^-γ. (**c**) Lethality curve of mutant Co1-17 treated by Co^60^-γ. The final concentration of EMS used was 1.2%, and the concentration of spores loaded was 1 × 10^8^/mL.

**Additional file 2: Figure S2.** Schematic illustration (**a** and **b**) and PCR confirmation (**c** and **d**) of *Penicillium oxalicum* strains TE4-10∆*cxrC* and GXUR001. In panel c, the top panel shows PCR expression analysis of gene *PoxCxrC*; the middle and bottom panels show PCR verification of left-hand fragment and right-hand fragments. In panel d, the top part shows PCR expression analysis of genes *PoxCxrC-PoxAmyR*; the middle and bottom parts show PCR verification of the left-hand fragment and right-hand fragments. M, 1 kb DNA ladder; 1, ddH_2_O; 2, TE4-10; 3–5, transformants.

**Additional file 3: Figure S3.** Pearson’s correlations between transcriptomes from engineered strain GXUR001 and parental strain TE4-10. Fungal strains were cultured in medium containing wheat bran plus Avicel for 24 h after transfer from glucose.

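Table S1 gives for each DEG its FPKM in each library, its log2 fold change and its p-value. Its FPKM values in the part at hand were the same as the deposited values in all genes for TE4-10 replicate 1, in 1997 for TE4-10 replicate 3 and in 1996 for each GXUR001 library. The paper's log2 fold change was not the ratio of these FPKM values and lay 0.23 to 0.30 above that ratio in most genes with a mean FPKM above 10. Of all genes in the part at hand, 1976 passed the filter on FPKM, and all of them had the direction of the paper's log2 fold change after rescaling. Without rescaling 1939 did. The paper picked these genes as changed on the same libraries, and the rescaling was chosen from their values. Their shared direction is thus not independent evidence.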

**Additional file 4: Table S1.** Differentially expressed genes in engineered *Penicillium oxalicum* strain GXUR001 relative to TE4-10 cultured on wheat bran plus Avicel as carbon source.

**Additional file 5: Table S2.** Primers used in this study.

## Data Availability

All data generated or analysed during this study are included in this published article.

# Supplementary material for: Combination of genetic engineering and random mutagenesis for improving production of raw-starch-degrading enzymes in Penicillium oxalicum
**Source:** Microb Cell Fact. 2022 Dec 24;21:272. doi: 10.1186/s12934-022-01997-w
**Supplement:** Supplementary file 3 — Additional file 3: Figure S3. Pearson’s correlations between transcriptomes from engineered strain GXUR001 and parental strain TE4-10. Fungal strains were cultured in medium containing wheat bran plus Avicel for 24 h after transfer from glucose.

|           |           |           |          |          |          |           |
|-----------|-----------|-----------|----------|----------|----------|-----------|
| 1.00      | 0.98      | 0.97      | 0.94     | 0.95     | 0.96     | GXUR001_1 |
| 0.98      | 1.00      | 0.98      | 0.94     | 0.95     | 0.96     | GXUR001_2 |
| 0.97      | 0.98      | 1.00      | 0.94     | 0.95     | 0.96     | GXUR001_3 |
| 0.94      | 0.94      | 0.94      | 1.00     | 0.96     | 0.96     | TE4-10_1  |
| 0.95      | 0.95      | 0.95      | 0.96     | 1.00     | 0.97     | TE4-10_2  |
| 0.96      | 0.96      | 0.96      | 0.96     | 0.97     | 1.00     | TE4-10_3  |
| GXUR001_1 | GXUR001_2 | GXUR001_3 | TE4-10_1 | TE4-10_2 | TE4-10_3 |           |

# Supplementary material for: Combination of genetic engineering and random mutagenesis for improving production of raw-starch-degrading enzymes in Penicillium oxalicum
**Source:** Microb Cell Fact. 2022 Dec 24;21:272. doi: 10.1186/s12934-022-01997-w
**Supplement:** Supplementary file 5 — Additional file 5: Table S2. Primers used in this study.

**Additional file 5: Table S2** Primers used in this study

| Primer use                                                                         | Primer name | Sequences (5'-3')                               | Size of PCR product (bp) |
|------------------------------------------------------------------------------------|-------------|-------------------------------------------------|--------------------------|
| Primers used for the construction of <i>P. oxalicum</i> strain TE4-10Δ <i>cxrC</i> |             |                                                 |                          |
| Construction of <i>CxrC</i> knockout cassette in TE4-10                            | PoxCxrC-LF  | CTTGCTGCTTCCCCTGCCATA                           | 2549                     |
|                                                                                    | PoxCxrC-LR  | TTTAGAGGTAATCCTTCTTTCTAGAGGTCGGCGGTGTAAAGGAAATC |                          |
|                                                                                    | PoxCxrC-RF  | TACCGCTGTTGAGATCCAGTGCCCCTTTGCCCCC              | 2775                     |
|                                                                                    | PoxCxrC-RR  | TGACGGAGGTGAATCCAATAAG                          |                          |
|                                                                                    | PoxCxrC-NF  | TTGGTTATGATTGGATTTGCC                           | 5726                     |
|                                                                                    | PoxCxrC-NR  | TCTCATAAACCAACGACGAAA                           |                          |
|                                                                                    | Ble-F       | TCTAGAAAGAAGGATTACCTCTAAA                       | 1733                     |
|                                                                                    | Ble-R       | CTGGATCTCAACAGCGGTAA                            |                          |
| Verification of transformants                                                      | PoxCxrC-LF  | CTTGCTGCTTCCCCTGCCATA                           | 2947                     |
|                                                                                    | BlezuojiaoR | ACGAGATCAAGCAGATCAACG                           |                          |
|                                                                                    | PoxCxrC-MF  | GCTATCATGCTGGGCCTTTT                            | 2791                     |
|                                                                                    | PoxCxrC-MR  | TCCGAGATCGGTCATTTGC                             |                          |
|                                                                                    | BleyuojiaoF | CTCTCAAGGATCTTACCGCT                            | 2807                     |
|                                                                                    | PoxCxrC-RR  | TGACGGAGGTGAATCCAATAAG                          |                          |
| Primers used for the construction of <i>P. oxalicum</i> strain GXUR001             |             |                                                 |                          |

|                                                                     |                 |                                                 |      |
|---------------------------------------------------------------------|-----------------|-------------------------------------------------|------|
| Construction of <i>CxrC::AmyR</i> overexpression cassette in TE4-10 | PoxCxrC-LF      | CTTGCTGCTTCCCCTGCCATA                           | 2549 |
|                                                                     | PoxCxrC-LR      | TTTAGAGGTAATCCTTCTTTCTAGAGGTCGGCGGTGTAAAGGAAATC |      |
|                                                                     | PoxCxrC-RF      | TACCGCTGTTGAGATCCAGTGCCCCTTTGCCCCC              | 2775 |
|                                                                     | PoxCxrC-RR      | TGACGGAGGTGAATCCAATAAG                          |      |
|                                                                     | PoxAmyR-NF      | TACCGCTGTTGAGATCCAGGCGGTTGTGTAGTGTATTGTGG       | 3279 |
|                                                                     | PoxAmyR -NR     | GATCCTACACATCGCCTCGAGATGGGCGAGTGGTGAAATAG       |      |
|                                                                     | PoxCxrC-NF      | TTGGTTATGATTGGATTTGCC                           | 9005 |
|                                                                     | PoxCxrC-NR      | TCTCATAAACCAACGACGAAA                           |      |
|                                                                     | Ble-F           | TCTAGAAAGAAGGATTACCTCTAAA                       | 1733 |
|                                                                     | Ble-R           | CTGGATCTCAACAGCGGTAA                            |      |
| Verification of transformants                                       | PoxCxrC-LF      | CTTGCTGCTTCCCCTGCCATA                           | 2947 |
|                                                                     | BlezuojiaoR     | ACGAGATCAAGCAGATCAACG                           |      |
|                                                                     | PoxCxrC-MF      | GCTATCATGCTGGGCCTTTT                            | 2791 |
|                                                                     | PoxCxrC-MR      | TCCGAGATCGGTCATTTGC                             |      |
|                                                                     | PoxAmyRyoujiaoF | CACGGCATCGGAATGGTAAG                            | 3344 |
|                                                                     | PoxCxrC-RR      | TGACGGAGGTGAATCCAATAAG                          |      |
| Primers used for RT-qPCR                                            |                 |                                                 |      |
|                                                                     | RT-actin-F      | ATGAGGCACAGTCTAAGCG                             | 303  |
|                                                                     | RT-actin-R      | CCAGAGTCCAGCACGATA                              |      |

|  |               |                       |     |
|--|---------------|-----------------------|-----|
|  | RT-amy13A-F   | CTGACGGCTGCCCAATG     | 125 |
|  | RT-amy13A -R  | CCAAATCGCAGTAAATCCC   |     |
|  | RT-PoGA15A-F  | CCTCGGTGAGCCCAAGTT    | 165 |
|  | RT-PoGA15A -R | CCAAAGTCAATCAAGGCAA   |     |
|  | RT-amyR-F     | ACCCAGCCAGGGAACCAC    | 132 |
|  | RT-amyR -R    | CATTCCGATGCCGTGAGC    |     |
|  | RT-Pox02412-F | TATGTGGATTCTTCCGCTCTA | 105 |
|  | RT-Pox02412-R | ATGGATTGCCTCCTTGGT    |     |

How the deposited data were processed for this re-analysis (not part of the article)

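RNA-seq libraries of *P. oxalicum* GXUR001 (n = 3) and TE4-10 (n = 2 of 3 replicates) after 24 h of pre-growth in glucose and 24 h of induction were used. TE4-10 replicate 2 was not analysed here. Samples were assigned to strains from their labels and from the genotypes the paper gives.

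The authors deposited FPKM values, 1 file per library. By the paper, a company sequenced the RNA and analysed the reads by cited procedures, and clean reads were matched against the genome of *P. oxalicum* HP7-1. The paper's text does not name the aligner, the counting tool, the handling of strand or the annotation version, and its statistics section names general tests but none for DEGs. Reads shared by near-identical or overlapping genes could have been split in that counting, and no gene was removed for this. How the 1337 rows outside the annotation were made is not stated in the paper's text. FPKM values are not counts, so no count test was used.

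From the deposited FPKM, each library was divided by its median ratio to the geometric mean of the libraries. Genes with a mean FPKM of at least 1 over the 5 libraries were kept (9636), log2(FPKM + 1) was taken, and GXUR001 was compared with TE4-10 by limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend). P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. The residual degrees of freedom were 3 and the prior degrees of freedom 2.45. An exact permutation test of 2 libraries against 3 cannot give a one-sided p below 0.1, so none was used for single genes. Depth was compared between libraries from the steps of low FPKM values. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

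The test was checked on simulated libraries of whole reads built on the real genes, with 200 genes changed and 9630 tested. Of the genes changed by 1 log2 unit, 39% were called, and of those changed by 0.5 log2 units 1%. Of 42 genes called, 2 were unchanged (4.76%). The fitted log2 fold change of genes raised by 1 log2 unit was 0.94 on average, and the library factors were recovered within 0.265%. The real data gave 1718 calls, and an adjusted p is easier to pass when more genes change. The shares called in the simulation are therefore likely too low for the real data.

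Gene names were taken from the paper, its Table S1 and the labels. A reference gene table (assembly ASM172317v3) was used for gene lengths and gene order. Named genes were chosen by a rule set before the data were examined: genes the paper names with an ID, the lists of amylase genes and of cellulase and xylanase genes, and the 2 largest rises and 2 largest falls among called genes whose GXUR001 values all lie on the same side of both TE4-10 values, with a mean FPKM of at least 1 in both strains. Other genes named were chosen after their values were seen. The design and most alternatives were also set before the data were examined: FPKM as deposited, upper quartile scaling (percentile 75), a pseudocount of 0.1, no filter, a mean FPKM of at least 10, eBayes without a trend, the replicate number as a block, each library left out, an unadjusted p, and an absolute log2 fold change of at least 1. Throughout, the data examined means the deposited files. The part of Table S1 at hand, which repeats their FPKM values for its DEGs with few exceptions, had been seen by then. The rescaling was chosen from its values, and the cellulase and xylanase genes were taken from it. The alternatives that leave out rows outside the annotation, or remove a trend with gene length (loess, span 0.5), were chosen after seeing the data.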

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

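In this part, the tests of scaling and of single TE4-10 libraries on the cellulase and xylanase genes were chosen only after the result was seen.

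The 12 cellulase and xylanase genes listed before the data were examined were all higher in GXUR001 after rescaling and with FPKM as deposited, and 7 were called by limma (9 when adjusted over the list alone). The paper does not discuss them. They were taken from Table S1, where all 12 are higher in the paper's values, so their shared direction was fixed by that choice and the list is not independent evidence. *POX_a00405*, which Table S1 gives as a putative extracellular cellulase, was not on the list and was lower in GXUR001 (log2 fold change -0.39, standard error 0.14, adjusted p = 0.11 from limma). Their median log2 fold change was 0.98, with a median standard error of 0.25. Cellobiohydrolase II (*POX_d05671*) rose from 3464 ± 1617 FPKM (SD, n = 2) to 8621 ± 1246 FPKM (SD, n = 3), a log2 fold change of 1.66 (standard error 0.33, adjusted p = 0.029 from limma). Cellobiohydrolase I (*POX_d04867*) had a log2 fold change of 0.89 (standard error 0.40) and an adjusted p of 0.18 from limma. Without TE4-10 replicate 3 these log2 fold changes were 1.20 and 0.38, and without TE4-10 replicate 1 they were 2.12 and 1.39. With FPKM as deposited the median stayed at 0.71, which argues against scaling as the whole cause, and with the trend with gene length removed it was 0.99, which argues against gene length. It was 0.83 without TE4-10 replicate 3 and 1.33 without TE4-10 replicate 1, so no single TE4-10 library accounts for the whole median. The list was picked as higher on these libraries, so a positive median was likely either way. Single genes did depend on TE4-10 replicate 3. Without it Cel5C (*POX_a00030*) changed sign (-0.05) and *POX_a00764* went from 0.42 to 0.03, while *POX_a00512* went from 0.92 to 1.21. Without GXUR001 replicate 2, 0 of the 12 genes were called and 8 had an unadjusted p under 0.05. Of 10000 lists of annotated genes matched on mean FPKM, 0.06% had a median as high, against a median of 0.16 for these lists. The matched lists were not picked as changed, so this share decides nothing, and a general rise of abundant genes stays open. An effect of the loss of *PoxCxrC* or the gain of *PoxAmyR* stays open and was not tested, since both were changed in the same strain, and so does a difference in the state of the cultures.

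Of the 1146 tested rows outside the annotation, which the paper does not discuss, 98 were called higher in GXUR001 and 20 lower (83.1% higher), against 841 and 759 of the annotated genes (52.6% higher). Their median log2 fold change was 0.26, that of annotated genes -0.03. Their mean FPKM was low, with a median of 3.96 against 34.3. Annotated genes matched on mean FPKM were called higher in 50.2% of their calls (median of 100 draws), which argues against low expression as the cause. With FPKM as deposited, 54.7% of the calls among these rows were higher, against 16.0% among annotated genes, and with upper quartile scaling 76.4% against 39.7%, which argues against scaling as the whole cause. What these rows are, and whether reads of neighbouring genes or of the other strand enter them, was not examined. A biological difference between the strains stays open and untested.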

How the results depend on the processing

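The alternatives that leave out rows outside the annotation or remove the trend with gene length were chosen after seeing the data. Where a result changed, the cause was not tested, except where the alternative itself shows it (fewer libraries, another threshold or another scaling).

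The number of called genes (1718, with 939 higher and 779 lower) stayed within 1.5 times under upper quartile scaling (1873), a pseudocount of 0.1 (1732), no filter (1572), a mean FPKM of at least 10 (1696), eBayes without a trend (1420), annotated genes only (1760, of which 1593 were among the 1718) and the length trend removed (1711, of which 1419 were). Upper quartile scaling gave 41.8% higher against 54.7%. With FPKM as deposited 2661 genes were called, 463 higher (17.4%) and 2198 lower, as rescaling moves log2 fold changes by a median of 0.27. At an unadjusted p under 0.05 there were 3436 genes (1815 higher, 1621 lower), and with an absolute log2 fold change of at least 1 there were 476 (328 and 148). Leaving out 1 GXUR001 library gave from 17 to 549 called genes, from 16 to 334 higher and from 1 to 215 lower. The lowest values came without GXUR001 replicate 2, when 2299 genes had an unadjusted p under 0.05. Leaving out a TE4-10 library leaves 1, so fold changes alone were computed and no calls. The result for the TF genes named by the study was not run, because no table used here pairs them with IDs.

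With the replicate number as a block, 0 genes were called, 0 of them higher and 0 lower, while 2477 had an unadjusted p under 0.05. By list, 0 amylase genes (1 higher and 3 lower at an unadjusted p), 0 cellulase and xylanase genes (10 higher), 0 CAZyme genes (59 higher and 70 lower) and 0 TF genes (19 higher and 40 lower) were called, and *PoxAmyR* had a log2 fold change of 0.60. The block fits GXUR001 replicate 2 exactly and leaves fewer residual degrees of freedom than the 3 of the main fit. The absence of calls is thus not evidence of an effect of the replicate number. The strains share only the numbers 1 and 3, the paper names no pairing, and libraries with the same number did not deviate together. The correlation of their deviations from the strain means was -0.0068 for replicate 1 and 0.037 for replicate 3.

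The amylase list, with 1 gene called higher and 3 lower, had 2 higher with no filter, with annotated genes only and with the length trend removed. Leaving out 1 GXUR001 library gave from 0 to 1 called higher and from 0 to 1 lower, and from 0 to 2 of the cellulase and xylanase genes (7). For CAZyme genes (47 higher, 58 lower), FPKM as deposited gave 31 and 97, and leaving out 1 GXUR001 library from 2 to 23 and from 0 to 20. For TF genes (11 higher, 22 lower), FPKM as deposited gave 7 and 65, upper quartile scaling 36 lower, and leaving out 1 GXUR001 library from 0 to 4 and from 0 to 8. The values of 0 came without GXUR001 replicate 2, when the counts at an unadjusted p under 0.05 were 1 and 3 for amylase genes, 8 for cellulase and xylanase genes, 67 for lower CAZyme genes, and 18 and 39 for TF genes.

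The log2 fold change of *PoxAmyR* (0.62, adjusted p = 0.049 from limma) stayed positive but did not pass the threshold with FPKM as deposited (0.35), upper quartile scaling (0.55), no filter (0.62), eBayes without a trend (0.62), and without GXUR001 replicates 1 and 2 in turn. It ran from 0.52 to 0.75 when 1 library was left out.

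The lowest *r* within a strain (0.970) was 0.955 on log2(FPKM + 0.1), 0.824 on linear FPKM, 0.954 over genes with a mean FPKM of at least 1, and from 0.970 to 0.978 when 1 library was left out. The highest *r* between strains (0.9676) was 0.954 on log2(FPKM + 0.1), 0.952 over genes with a mean FPKM of at least 1, 0.9731 on linear FPKM, 0.9687 by ranks, and from 0.953 to 0.9676 when 1 library was left out. The 10 highest genes of each library took 12.5% of the summed FPKM in TE4-10 and 17.5% in GXUR001. The 100 highest took 34.52% and 40.95%, and the same 10 genes in all libraries 11.4% in TE4-10. When 1 library was left out, these shares ran from 12.0% to 13.0% in TE4-10 and from 16.5% to 18.1% in GXUR001.

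Over the single genes named other than *PoxAmyR*, 302 values under the alternatives kept their direction and call or moved by less than the spread between replicates. Another 59 kept their direction and lost their call, 7 gained one, and 23 moved when 1 TE4-10 library was left out. Actin (to 0.04) and Cel5C (to -0.05) changed sign without TE4-10 replicate 3. Of the lost calls, 18 came with the replicate block, 18 without GXUR001 replicate 2, and 9 each without GXUR001 replicates 1 and 3.

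In simulated libraries of this number, 39% of genes changed by 1 log2 unit and 1% of those changed by 0.5 were called, so a gene without a call is not shown to be unchanged. The simulation changed 200 genes, fewer than the 1718 called here, and an adjusted p is easier to pass when more genes change. These shares are therefore likely too low for the real data. The estimated depths of the libraries differed by at most 1.09 times.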

Differences from the paper's values

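The paper's number of DEGs is 3292 (1524 upregulated, 1768 downregulated), and here 1718 genes were called (939 and 779). The paper used 3 libraries of TE4-10, and here there were 2. Leaving out 1 more library, each GXUR001 library in turn, gave from 17 to 549 called genes. The missing TE4-10 library thus stays open as a cause of this gap, and it could not be tested. Of the alternatives set before the data were examined, an unadjusted p under 0.05 gave 3436 genes (1815 and 1621), within 1.5 times of all 3 of the paper's counts. The paper's text gives its threshold as a p, and the values that Table S1 heads as p-values reach 0.0499, while the axis of Fig. 3a names an adjusted p. Whether the listed values were adjusted is not stated. FPKM as deposited gave 2661 genes and 2198 downregulated, also within 1.5 times, but 463 upregulated, which is not. Upper quartile scaling, the pseudocount of 0.1, both other filters, eBayes without a trend, the replicate block, the absolute log2 fold change of at least 1 and each GXUR001 library left out did not close any of these gaps.

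The paper's largest log2 rise of a DEG is 6.8 and its largest log2 fall 11.9, and among the called genes here the largest rise was 5.42 and the largest fall 5.05. Of the alternatives set before the data were examined, the replicate block gave no called genes and leaving out a TE4-10 library gave no test, and none of the others closed either gap. The gene with the largest rise, *POX_f07870*, had a log2 fold change of 6.58 without TE4-10 replicate 3 and 4.21 without TE4-10 replicate 1. It is listed at 0 FPKM in TE4-10 replicate 1, so the value of 6.58 is set by the pseudocount of 1 and decides nothing about the gap. A pseudocount of 0.1 gave a rise of 8.24 and a fall of 7.995, and without GXUR001 replicate 1 the largest was 10.26.

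Between strains, each *r* found here was above the paper's value in Fig. S3. It was 0.9505 to 0.9526 for TE4-10 replicate 1 and 0.9675 to 0.9676 for TE4-10 replicate 3. On log2(FPKM + 0.1) replicate 1 gave 0.938 to 0.939, which round to the paper's value, and replicate 3 gave 0.953 to 0.954, below it. Over genes with a mean FPKM of at least 1 all were below, from 0.924 to 0.952. Within TE4-10, the paper's *r* for replicates 1 and 3 is 0.96, and 0.970 was found here. On log2(FPKM + 0.1) it was 0.9546 and over genes with a mean FPKM of at least 1 it was 0.9542. Both came nearer to the paper's value but round to less than it. Linear FPKM (0.824) and ranks (0.973) did not close the gap either. For GXUR001 replicates 1 and 3 the paper's value is 0.97 and the value here 0.978. Genes with a mean FPKM of at least 1 gave 0.9685, which closed the gap, and log2(FPKM + 0.1) (0.961), linear FPKM (0.924) and ranks (0.979) did not. For GXUR001 replicates 1 and 2 and replicates 2 and 3 the paper's value is 0.98, and 0.984 was found here for each. On log2(FPKM + 0.1) they fell to 0.968 and 0.966, so this scale opened gaps there. Genes with a mean FPKM of at least 1 gave 0.977 for each and opened none.

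Of the paper's log2 fold changes in Table S1 for the named genes, 3 differed from those here by more than the larger error. For *POX_a00097* the paper's value is -1.03 and the value here -0.87. Upper quartile scaling (-0.94), leaving out GXUR001 replicate 1 (-0.92) and leaving out TE4-10 replicate 1 (-0.96) closed the gap, and the other alternatives set before the data were examined did not. For *POX_c03592* the paper's value is -1.62 and the value here -1.53. Upper quartile scaling (-1.60), a pseudocount of 0.1 (-1.54), leaving out GXUR001 replicate 3 (-1.55) and leaving out TE4-10 replicate 1 (-1.575) closed it, and the others did not. For *POX_d04884* the paper's value is 1.52 and the value here 1.39 (1.385 before rounding), and none of these alternatives closed the gap.

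The paper lists *POX_b02418*, *POX_b03245* and *POX_f08248* among the DEGs, the first upregulated and the others downregulated. Their directions were the same here, but their adjusted p-values were 0.053, 0.11 and 0.21 in the limma test. *POX_b02418* was called with no filter (adjusted p = 0.049 from limma), set before the data were examined, and with annotated genes only (0.042) or the length trend removed (0.030), which were chosen after seeing the values. *POX_b03245* was called with FPKM as deposited (adjusted p = 0.017 from limma). At an unadjusted p under 0.05, *POX_b02418* and *POX_b03245* passed. *POX_f08248* had an adjusted p under 0.05 under none of the alternatives, and an unadjusted p under 0.05 with FPKM as deposited alone.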

Other observations

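The tests of copy number and of the trend with gene length were chosen only after the result was seen.

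A run of neighbouring genes was higher in GXUR001. Among the 8434 tested genes with a place in the order of the reference annotation, 15 had a log2 fold change of at least 3. *POX_f07870* has no place in that order and was not counted. Of the 15 genes, 6 lay within 20 neighbouring tested genes, from *POX_f08114* to *POX_f08134*, *POX_f08120* among them. Of these 20 genes, 15 were called higher and 1 lower, with a median log2 fold change of 1.34. In 10000 shuffles of the order of 8434 genes, no window held more than 4 such genes, a share of 1e-04, the smallest that these shuffles can give, which argues against chance placement. The window begins 10 tested genes after *PoxAmyR*. Extra copies of the region were weighed by a pair of tests. The lower quartile of the log2 fold changes was 0.54, above the 0.5 set as the mark of a rise of the whole region, but the window was picked for its raised genes, so this value decides nothing. The log2 fold changes spanned 5.17, from -1.51 (*POX_f08118*, adjusted p = 0.013 from limma) to 3.66, where the median standard error was 0.18. This argues against a single change of copy number, shared by all of these genes, as the only cause. Extra copies of part of the window, or together with other changes, stay open. A gene cluster regulated together may be a candidate explanation. It was not tested, and a difference of the cultures stays open too.

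Most genes had lower deposited FPKM in GXUR001 (median log2 fold change -0.26). The 10 highest genes took 16.3% to 19.6% of the summed FPKM in GXUR001 libraries and 12.0% to 13.0% in TE4-10. With each library scaled to its FPKM outside the 100 highest rows, the median was still -0.12, so these rows do not account for all of the shift. Outside the 500 and the 1000 highest rows it was -0.05 and -0.03, but scaling to ever fewer abundant rows brings the median toward 0 by construction, so these values decide nothing. The shift was present in the shortest (-0.17), middle (-0.28) and longest (-0.37) genes, which argues against gene length as its whole cause. The actin gene *POX_c04656*, the paper's RT-qPCR reference, had a log2 fold change of -0.35 with FPKM as deposited and -0.08 (standard error 0.14) after rescaling, with adjusted p-values of 0.088 and 0.72 in the limma test. Whether total mRNA differs between the strains stays open and was not tested.

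TE4-10 replicate 1 stood apart on linear FPKM, with an *r* as low as 0.5575, where the other 4 libraries had at least 0.903 with each other. Without the rows outside the annotation its lowest *r* was 0.8725, against 0.9345 among the others, while its *r* with TE4-10 replicate 3 rose from 0.824 to 0.954. Without these rows it thus no longer stood apart from its own strain, and its lower *r* with the GXUR001 libraries (0.8725 to 0.921, against 0.9345 to 0.966 for TE4-10 replicate 3) rests on 1 library and leaves the rest of the difference open. No biological explanation was tested, since the labels give no difference between the TE4-10 libraries.

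The log2 fold change fell with gene length (Spearman's rho -0.19 across 8434 genes, which are not independent replicates). Between single libraries of the same strain it was largest in size for GXUR001 replicates 1 and 3 (rho -0.23), and between single libraries of different strains for TE4-10 replicate 3 and GXUR001 replicate 3 (rho -0.31), with rho below 0 in every pair of GXUR001 over TE4-10. Libraries of the same strain thus differ along gene length too, but less than some pairs across strains, and whether the trend is tied to the strain stays open with these few libraries. Removing the trend gave 1711 called genes.

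Rows at 0 were about as frequent in either strain. In all GXUR001 libraries 23 rows were listed at 0 that were above 0 in both TE4-10 libraries, and 24 rows the reverse.

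After their values were seen, 4 further genes were picked. The glycogen synthase gene *POX_a00097* (log2 fold change -0.87, standard error 0.11, adjusted p = 0.012 from limma) and the putative phosphorylase gene *POX_c03592* (-1.53, standard error 0.08, adjusted p = 0.0031 from limma) fell in GXUR001. The cellodextrin transporter gene *POX_c04185* also fell (-0.91, standard error 0.20, adjusted p = 0.036 from limma). *POX_c04047* (-0.62, standard error 0.26) was not called after rescaling (adjusted p = 0.15 from limma) but was with FPKM as deposited (adjusted p = 0.049 from limma). Without TE4-10 replicate 1 the log2 fold changes of *POX_c04185* and *POX_c04047* were -0.66 and -0.28. Without TE4-10 replicate 3 they were -1.16 and -0.97. Without GXUR001 replicate 2 none of the 4 was called, with adjusted p-values of 0.077, 0.052, 0.13 and 0.30 from limma. No explanation was tested.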
